A study of Mus musculus with 2 samples. Its data were reported in "TFAP2 paralogs regulate midfacial development in part through a conserved ALX genetic pathway" (2024).

How the data were processed

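Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out on frontonasal, maxillary and mandibular prominences of wild-type C57BL/6 mouse embryos at E11.5. The immunoprecipitation (IP) used 5 µg of an antibody that recognises TFAP2A, TFAP2B and TFAP2C, and chromatin that had not been precipitated (input) served as the control. There was 1 IP library and 1 input library, each read as 150-bp single ends. The 2 groups were taken from the labels of the libraries, and with 1 library in each there was no replicate check of any value.

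Per the study's methods, the authors aligned reads to the mouse genome build mm10 with BWA, converted them with SAMtools, and called peaks on the IP against the input with MACS2, keeping at most 2 reads per position. BWA, SAMtools, MACS2, HOMER and deepTools are named in the submitters' processing notes, and their versions are not given in the sources used here. The deposited list gives for each peak its position, its summit, its fold enrichment (a ratio of the IP pileup to the local background at the summit) and the −log10 of its p and q values, and all of these per-peak values are the authors'. They were used here only to describe, rank and filter peaks within this list. MACS2 adds a pseudocount of 1 read to the pileup and to the background before it takes the fold.

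Read totals are not part of the list, so the depth was recovered from the authors' values. For each peak, the pair of a whole-number IP pileup and a background that gives both the fold and the Poisson p-value was sought, and such a pair was found for 13777 of 13778 peaks at a relative tolerance of 0.001. The genome-wide background was 2.00 reads, the median pileup at a summit was 16 reads and the pileups ran from 9 to 388 reads. A pileup of 16 reads has a 95% Poisson interval of 9.15 to 26.0 reads, which at the genome-wide background is a fold of 5.67 with an interval of 3.39 to 9.00. Folds are therefore printed with such an interval, in which the background is taken as known. All intervals cover counting error only, since reads of 1 PCR-amplified library are not independent molecules and no second embryo pool was measured.

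Peak positions were set against GRCm38, which has the chromosome lengths of mm10, and 0 peaks ended beyond a chromosome. Peaks on the 19 autosomes, X and Y (placed chromosomes) entered every comparison with the genome. Each was assigned by its centre to 1 class in a fixed order after HOMER, the tool the study names, with bounds set here: promoter (from 1 kb upstream to 100 bp downstream of a start), transcription termination site, coding exon, 5′ UTR, 3′ UTR, non-coding exon, intron and intergenic, over 141767 GENCODE transcripts. Shares of peaks carry exact (Clopper-Pearson) 95% intervals. They were set beside 100 sets of regions of the same widths placed at random on the same chromosomes, and beside 100 sets of windows matched on GC content in bins of 2 percentage points. The GC-matched windows were drawn away from peaks, whereas the random regions were not. GC bins with fewer than 5 windows to draw from were replaced by the nearest filled bin, a minimum set after a larger one was seen to move too many peaks, and 330 peaks were moved in this way. The matched windows had a mean GC content of 68.3% against 68.4% at the peaks.

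The TFAP2 motif GCCNNNGGC and 23 other fixed sequences were searched on both strands within 100 bp of each summit. Protein-coding genes (21911) were linked to peaks by the rule the study used, a basal domain from 5 kb upstream to 1 kb downstream of the start extended by up to 100 kb to the neighbouring domains, with 1 start per gene from the transcript with the longest coding sequence. Fixed gene lists (29) were compared with 10000 random lists of the same size matched on domain length in 20 bins. A list outside the central 95% of the random lists was called higher or lower, and Benjamini-Hochberg adjustment ran over the 29 lists. Genes are not replicates, so these percentiles describe this peak list. Promoter and distal peaks (over 5 kb from every start) were compared by a two-sided permutation test over peaks with 100000 resamples.

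Repeat regions were defined as 100-kb windows with at least 10 peaks and no promoter peak, peaks with over 90% soft-masked sequence, and annotated ribosomal RNA genes. Peaks were also compared with each other with BLAST+, and those that aligned over at least 50 bp at 90% identity or more were joined into sequence families. The gene lists, motifs, tests and most alternatives were fixed before the data were examined, and the RefSeq classes, the sequence families and the results without them were added after. The named-gene rule was: every member of the ALX, TFAP2 and study-named lists, of each other list the members with the strongest peaks by q and the first members without a peak in the alphabet, the peaks with the highest fold and smallest q outside repeat regions, and the genes with the most peaks. Any other gene or site named was chosen after its values were seen. On simulated data the motif search found 100% of planted windows, 3.75% of 400 lists with no built-in excess passed the threshold, 100% of 100 lists with a built-in excess were called, and the pileup was recovered for 99% of 300 simulated peaks. Computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, matplotlib 3.10.9 and BLAST+ 2.17.0+.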

Results

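To ask where TFAP2 proteins sit in the genome of the developing mouse face, the study precipitated chromatin from E11.5 facial prominences with an antibody to TFAP2A, TFAP2B and TFAP2C, transcription factors that neural crest and facial ectoderm both express. The tissue was whole, so mesenchyme, ectoderm and neural tissue all contributed to the 1 IP library, which was compared with 1 input library. The deposited list held 13778 peaks, with a median fold of 5.34 over background and a median width on placed chromosomes of 202 bp, and covered 0.141% of the genome. Of these, 13591 lay on placed chromosomes, 186 on unplaced scaffolds and 1 on the mitochondrial genome. Most peaks rested on few reads, with a median pileup of 16 at the summit, and 77.1% had the genome-wide background.

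TFAP2 peaks lay mainly at gene starts. Promoters held 7243 of the 13591 placed peaks, or 53.3% (95% interval 52.4 to 54.1), against 3.83% of random regions, a 13.9-fold excess, above all 100 sets. The 5′ UTRs held 4.74% of peaks and coding exons 8.40%, against 0.0888% and 1.07% of random regions, but 2.55% and 7.89% of windows of the same GC content, so that little of the coding exon excess remained (1.06-fold, above 99 of 100 sets). Introns and intergenic sequence were under-represented, with 16.9% and 10.3% of peaks against 40.2% and 48.7% of random regions and 24.1% and 20.7% of GC-matched windows. GC-matched windows also fell at promoters often, in 37.2% of cases, so the promoter excess over GC-matched windows was 1.43-fold, above all 100 sets. These windows were drawn away from peaks, so promoters with a peak could not enter them. That lowers their promoter share by construction, and the 1.43-fold may be too high. The shares of the other classes in these windows shift for the same reason. With curated RefSeq transcripts in place of GENCODE, an annotation added after the data were seen, the promoter share was 36.1% (35.3 to 37.0).

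**Figure D1:**
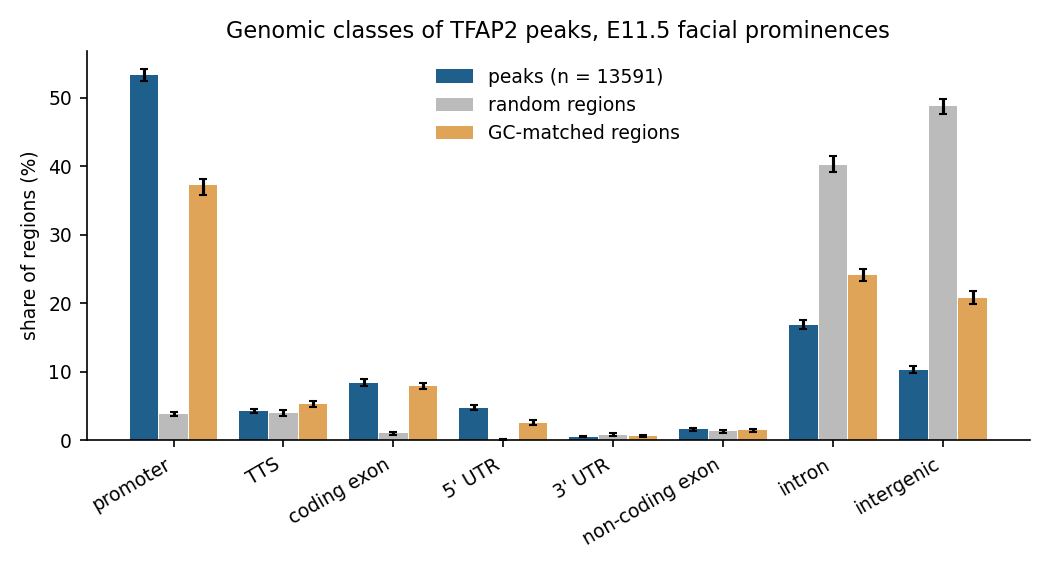
Share of the 13591 placed peaks (blue, exact 95% interval), random regions (grey) and GC-matched regions (orange, both as means with the range of 100 sets) in each genomic class, in percent; TTS is the transcription termination site. Promoters held 53.3% of peaks, 3.83% of random regions and 37.2% of GC-matched regions.

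Near protein-coding starts, summits lay downstream more often than upstream. Summits within 1 kb of a protein-coding start numbered 8188, and 29.6% of them (28.6 to 30.6) lay upstream. The median summit was 118 bp downstream of the start, with quartiles at -34 and 313 bp. No background was set beside these positions, and 1 start per gene was used, that of the transcript with the longest coding sequence. Whether start sequence or the choice of start gives the skew was not tested. Only 15.8% of placed peaks were distal, over 5 kb from every annotated start.

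The TFAP2 recognition sequence was common under the summits. GCCNNNGGC occurred within 100 bp of 5193 summits, 38.2% of placed peaks (37.4 to 39.0), against 20.6% of GC-matched windows, a 1.86-fold excess above all 100 sets. The form with a spacer of 4 bp, GCCNNNNGGC, was found at 32.5% of peaks against 17.1% of matched windows. The share rose with peak strength in every step, from 19.6% (17.5 to 21.8) in the weakest 10% by q to 60.8% (58.1 to 63.4) in the strongest 10%, while matched windows went from 14.6% to 25.8%. Promoter peaks had 7.79 sites per 100 peaks in the 20 bp after the summit and 1.67 near 490 bp away, but GC-matched windows fell off in nearly the same proportion, from 3.20 to 0.780. The size of the excess depended on the background. It was 5.53-fold over windows 1 kb to either side, which were not matched on GC content. Over the peaks' own sequences shuffled with their dinucleotides kept, it was 1.17-fold.

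**Figure D2:**
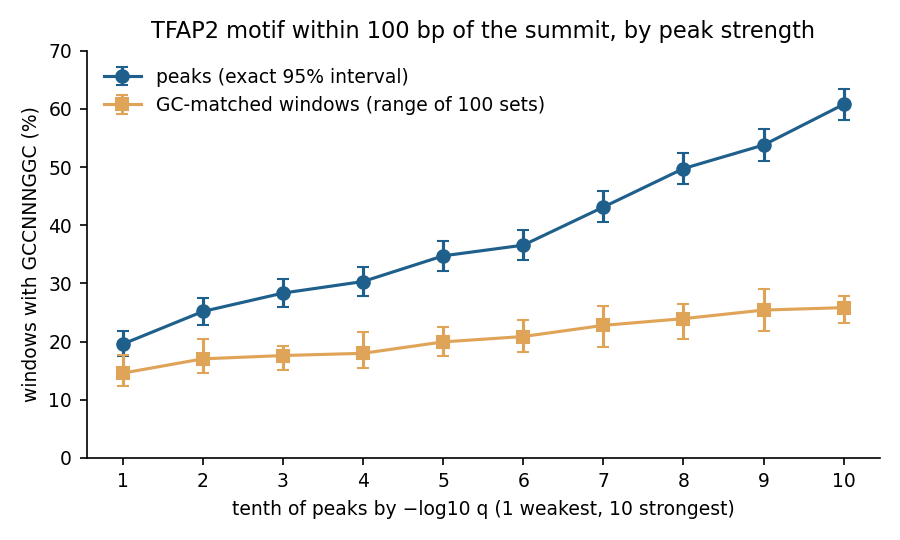
Share of windows within 100 bp of the summit that held GCCNNNGGC, in percent, for peaks in 10 equal groups by −log10 q (blue, exact 95% interval) and for GC-matched windows (orange, mean and range of 100 sets). The peaks rose from 19.6% in the weakest group to 60.8% in the strongest, and the matched windows from 14.6% to 25.8%.

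**Figure D3:**
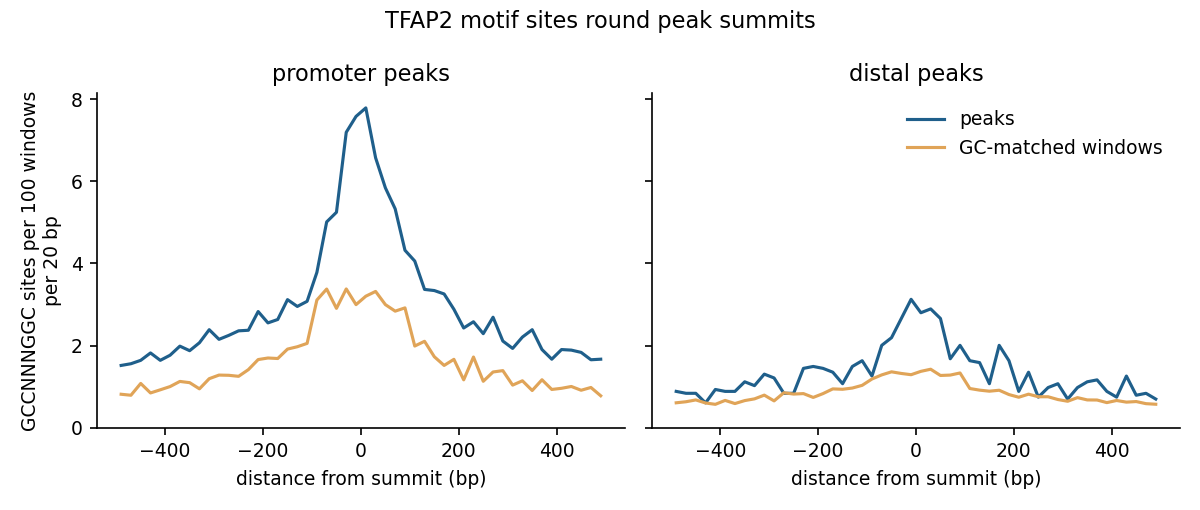
Number of GCCNNNGGC sites per 100 windows in steps of 20 bp against the distance from the summit in bp, for promoter peaks (left) and distal peaks (right), with peaks in blue and the mean of GC-matched windows in orange. Just after the summit promoter peaks had 7.79 sites against 3.20 in matched windows, and distal peaks 2.80 against 1.37.

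Sequences of other transcription factors were counted at the peaks as well, without regard to whether a peak held the TFAP2 motif. Of 24 fixed sequences, and apart from those of TFAP2, the motifs of NRF1 (GCGCATGCGC, a factor of housekeeping promoters; 2.31-fold over matched windows) and CREB (TGACGTCA, the cyclic AMP response element; 1.90-fold) had the largest excess, above all 100 sets. Both excesses were seen in promoter peaks (3.36-fold and 2.62-fold). The matched windows were not matched on CpG content or on lying at promoters. These excesses therefore cannot be told apart from a trait of promoter sequence in general. In distal peaks CREB sites were at 1.17-fold, inside the matched range, and the NRF1 motif, at 0 of 2142 peaks and 0.0803% of matched windows, was too rare to judge. Over whole peaks the NRF1 excess was 1.25-fold and no longer above all sets. FOX sites were found in 0.993% of peaks (1.58-fold, but 1.11-fold and inside the range in distal peaks), the homeodomain core TAATTA in 0.912% (1.44-fold, but 1.34-fold and inside the range in promoter peaks) and SOX sites in 10.8% (1.32-fold). The paired homeodomain sequences that ALX proteins bind as dimers, TAATNNNATTA and TAATNNATTA, were found at only 4 and 8 peaks, numbers inside the range of the matched sets. The YY1 motif (0.728-fold) and the twist-like E-box CATCTG (0.867-fold) were rarer in peaks than in all 100 matched sets, although YY1 sites were 1.47-fold more frequent in distal peaks. The ETS motif turned with the window, from 1.26-fold within 100 bp of the summit to 0.591-fold within 50 bp.

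Promoter peaks were stronger than distal peaks and held the motif more often. The median fold was 5.67 at 7243 promoter peaks and 4.45 at 2142 distal peaks, a difference of 1.23 (two-sided permutation p = 1e-05, the smallest that 100000 resamples can give). Peaks of 1 list are not replicates, so this p-value describes this list only. The TFAP2 motif was found at 43.7% of promoter peaks (42.6 to 44.8) and 18.5% of distal peaks (16.9 to 20.2), against 23.5% and 11.1% of their matched windows. Distal peaks also lay in repeat regions far more often, 25.2% of them against 0.759% of promoter peaks, a gap that is in part by construction because 1 of the rules for repeat regions requires windows without a promoter peak. Much of the gap went with base composition: in 1249 pairs matched on GC content the medians were 5.00 and 4.67, and the motif shares 32.6% (29.99 to 35.3) and 26.02% (23.6 to 28.5). At the genome-wide background these medians are 14 and 13 reads, so little of the difference in strength remained.

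A large part of all protein-coding genes had a TFAP2 peak in their regulatory domain. They numbered 9905 of 21911, or 45.2% (44.5 to 45.9), and 3673 of them had at least 2 peaks. A peak stood within 5 kb of the start at 8199 genes. Gm21119 on chromosome 8 had the most peaks, 42, with 32 of them in repeat regions. Sfi1 on chromosome 11 had 40 peaks, 1 of them in a repeat region, whose median background was 7.26 times the genome-wide value. Hjurp (28 peaks) and Mroh2a (27 peaks), neighbours on chromosome 1, stood on a background 2.30 and 2.31 times the genome-wide value. Their domains can share peaks: the 100-kb window with both starts held 32 peaks, so these are not separate counts. Bahcc1 had 15 peaks at the genome-wide background. With repeat regions and shared sequence left out, a listing added after the data were seen, Sfi1, Hjurp, Mroh2a and Bahcc1 still came first, followed by Ebf3 with 12 peaks and by Fbxl18, Mdfi, Tbx2, Tnrc18 and Zfp991 with 10 each.

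All of the ALX genes, homeodomain factors of the midface whose loss leads to facial clefts, had peaks. Alx3 had the strongest, a peak over its 5′ UTR in exon 1 (chromosome 3, 107594945 to 107595348) with a fold of 11.3 (7.91 to 15.8) from 33 reads and the TFAP2 site GCCGGCGGC at 107595211 to 107595219. A pair of weaker peaks lay 12.1 and 11.8 kb upstream of Alx3, with folds of 4.64 (2.68 to 7.58) and 5.34 (3.13 to 8.59), and the nearer one held the site GCCCTCGGC at 107583235 to 107583243. A peak in intron 1 of Alx3 had a fold of 3.77 (2.18 to 6.16). Alx4 had 3 peaks, 277 bp upstream of the start (chromosome 2, 93642022 to 93642191; fold 4.21, 2.33 to 7.10), in exon 1 (93642915 to 93643158; 6.01, 3.64 to 9.42) and in intron 1 (93646786 to 93647271; 5.34, 3.13 to 8.59). Alx1 had 2 peaks, 782 bp upstream of the start (chromosome 10, 103029798 to 103029894; 5.00, 2.89 to 8.17) and in exon 2 (103028360 to 103028471; 4.34, 2.40 to 7.33). No peak at Alx1 or Alx4 held GCCNNNGGC within 100 bp of its summit, and neither Alx1 peak reached a −log10 q of 5. Most peaks lack this exact form, which 38.2% of placed peaks and 19.6% of the weakest 10% held. Other forms of the site were not searched for at these genes, so its absence from so few peaks does not set them apart. A list of 3 genes cannot leave the central 95% of random lists on the higher side, and 3 of 3 stood at percentile 93.4.

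**Figure D4:**
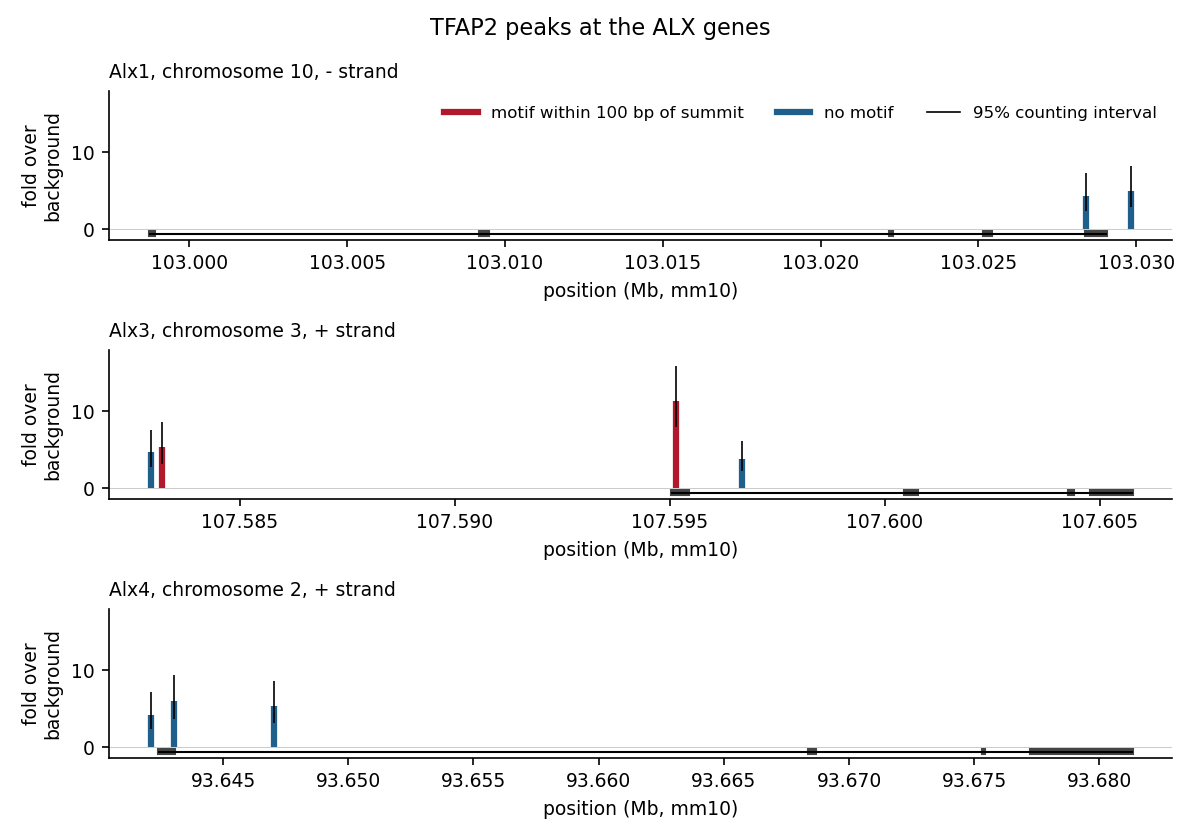
Positions in Mb (mm10) of the TFAP2 peaks at Alx1, Alx3 and Alx4 with their fold over background (bars from 0, thin lines the 95% counting interval), red where GCCNNNGGC lay within 100 bp of the summit and blue where it did not; boxes below are the exons of the gene. The 5′ UTR peak of Alx3 was the tallest, at a fold of 11.3, and the only other peak with the motif lay 11.8 kb upstream of Alx3.

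TFAP2 genes themselves and other genes that the study named for changed expression in Tfap2 mutants were also marked. Of the TFAP2 genes, Tfap2a had 2 peaks, Tfap2b 1, Tfap2c 4 and Tfap2e 2, and Tfap2d had none, so that 4 of 5 stood inside the random range (percentile 83.7). With GC content matched they stood above it (98.7, adjusted permutation p = 0.155), but not with domain length and GC content matched together (96.1). The strongest was 2.47 kb upstream of the Tfap2a start (chromosome 13, 40731115 to 40731719; fold 6.67, 4.15 to 10.2), with the site GCCCCGGGC. The Tfap2b peak in exon 2 had a fold of 4.0 (2.17 to 6.90) and was lost at a −log10 q of 5. Of the 8 genes the study names as lower in Tfap2 mutants, 6 had a peak: besides the ALX genes these were Msx1, with 8 peaks led by one 65 bp upstream of its start (chromosome 5, 37824478 to 37824818; fold 10.3, 7.09 to 14.6), Pax3, with 3 peaks led by one in intron 4 (fold 8.34, 5.46 to 12.2), and Pax7, with 5. Crabp1 and Aldh1b1, genes of retinoic acid handling, had none. Of the 12 genes named as higher, 5 had a peak, namely Flrt2, Foxd1, Foxf2, Col2a1 and Col4a1. Col14a1, Col3a1, Col1a1, Postn, Ogn, Foxp1 and Foxp2 had none, although a peak was linked to Foxp1 from its most 5′ start. The lower and higher lists did not differ detectably in their share of genes with a peak (6 of 8 against 5 of 12, Fisher's exact two-sided p = 0.197). Both lists hold only genes that the study's text names from its mutant expression data at E10.5 and E11.5, not all genes it found changed. They may thus not stand for the full sets, and both lay inside the random range (percentiles 86.2 and 23.5).

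Transcription factors that pattern the face were linked to peaks more often than random genes matched on domain length. The random shares given here are matched on domain length only, not on GC content. The midface list also holds Alx1, Alx3, Alx4, Msx1, Pax3 and Pax7, which the study names as lower in its mutants. Of 24 midface factors 22 had a peak against 51.6% in random lists, among them Six2 (fold 10.7 at a promoter peak, 7.36 to 15.02) and Tbx3 (10.3, 7.09 to 14.6), and Tbx22 and Zic3 had none. Of 20 genes of jaw and pharyngeal arch patterning 18 had a peak against 50.8%, among them Dlx1 and Dlx2, which share a peak (10.3, 7.09 to 14.6), and Barx1 (9.68, 6.54 to 13.8), whereas the endothelin genes Edn1 and Ednra had none. Fox genes followed with 19 of 22 against 50.02%, including Foxc1 (10.01, 6.81 to 14.2) and Foxd1 (11.3, 7.91 to 15.8), and neural crest genes with 18 of 22 against 54.1%, including Zeb2 (10.3, 7.09 to 14.6) and Id3 (12.4, 9.20 to 16.3). Hox genes, which cranial neural crest of the face largely keeps silent, reached 29 of 39 against 39.3%, with their strongest peaks at Hoxa1 and Hoxd8 (both 8.01, 5.20 to 11.8), but neighbouring Hox genes can share peaks. These 5 lists stood higher than random lists matched on domain length, on GC content at the start and on both together. After adjustment the Fox list did not pass with GC content matched (adjusted permutation p = 0.136) or with both (0.104), nor did the neural crest list with both (0.0547). The Hox call ended at a −log10 q of at least 5, with 38.5% of genes against 25.9% (percentile 95.7).

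Components of the signalling pathways that shape the face were also rich in peaks, in step with the GC content of their starts. Wnt genes had a peak in 39 of 45 cases against 51.1%, BMP and TGF-beta genes in 26 of 30 against 52.5%, FGF genes in 21 of 24 against 50.7% and hedgehog genes in 15 of 19 against 49.6%, all higher than random lists matched on domain length. Strong examples were Lrp5, a Wnt co-receptor (fold 15.2, 11.3 to 20.01, intron 1), Axin1 (14.0, 10.2 to 18.9), Smad5 (11.7, 8.19 to 16.2), Fgfrl1 (17.3, 13.1 to 22.5), Spred1 (16.3, 12.1 to 21.6) and Gli1 (9.68, 6.54 to 13.8). Dkk1, Grem1, Fgf10 and Dhh had no peak. Matching on the GC content of the start ended the call of all 4 pathways: random lists then reached 76.7% for Wnt (percentile 96.9), 80.8% for BMP and TGF-beta (82.8), 70.6% for FGF (98.4, at the edge of the central range) and 67.4% for hedgehog (89.2). The FGF list was past the range when only peaks within 5 kb of the start counted under the same matching (83.3% of genes against 65.2%, percentile 98.8), without passing adjustment (adjusted permutation p = 0.123). Retinoic acid genes had peaks in 14 of 20 cases against 47.2%, at the edge of the random range (percentile 97.7), with Rarg (12.1, 8.63 to 16.5) among the strongest.

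Genes of clefting, of growth and of the surface ectoderm also had peaks more often than random lists matched on domain length. Orofacial cleft genes had a peak in 23 of 29 cases against 55.3%, including Chd7 (10.5, 7.34 to 14.7) and Tgfbr1 (9.68, 6.54 to 13.8), while Irf6 had none. Cell cycle genes reached 23 of 32 against 46.6%, led by Ccne1 (19.02, 14.4 to 24.6) and by E2f2, whose peak is also that of Id3, ahead of E2f1 (12.01, 8.47 to 16.6), and cytosolic ribosomal protein genes 32 of 48 against 40.8%, with Rpl32 and Rps8 (both 8.01, 5.20 to 11.8) among the strongest. Surface ectoderm and epidermal genes reached 17 of 26 against 44.4%, including Bmp7 (9.01, 6.0 to 13.0) and the desmosomal gene Dsp (8.01, 5.20 to 11.8). The call for this last list did not pass adjustment (adjusted permutation p = 0.0706 over the 29 lists, with list membership permuted within bins of domain length). With GC content matched, ribosomal protein genes kept the call but did not pass adjustment (adjusted permutation p = 0.0828), while cleft genes (percentile 95.4), cell cycle genes (95.1) and surface ectoderm genes (80.5) lost it.

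Lists of blood, liver, receptor and keratin-associated genes were linked to peaks below the random level, and other lists of differentiated cell types lay inside the random range. Blood genes had a peak in 1 of 18 cases against 39.9%, the exception being Hba-a1 (fold 4.0, 2.17 to 6.90), and liver genes in 1 of 18 against 45.5%, the exception being Ttr, whose peaks lie in a tandem array. Olfactory and vomeronasal receptors had a peak in 64 of 1464 cases against 40.1%, and keratin-associated and defensin genes in 5 of 99 against 39.3%. Matching on GC content left the receptor and keratin-associated lists lower but ended the call for blood (percentile 4.07) and liver (3.30). Skeletal matrix genes had a peak in 10 of 28 cases against 51.6% (percentile 4.45, inside the range), with a strong promoter peak at Col5a1 (13.3, 9.59 to 18.1) and none at Bglap, Bgn or Col11a1. Genes of neurons (13 of 20), heart (8 of 14), glia (5 of 11), skeletal muscle (7 of 18), melanocytes (4 of 11) and endothelium (5 of 14) lay inside the random range. None of the 14 endothelial genes had a peak at a −log10 q of at least 5, which is below the random range (percentile 0.215). Examples of the other lists were Ascl1 (8.68, 5.73 to 12.6), Gata4 (6.34, 3.89 to 9.83), Mylpf (10.3, 7.09 to 14.6) and Kit (5.00, 2.89 to 8.17). Across the 29 lists 13 were higher and 4 lower, and 12 and 4 of these had an adjusted p under 0.05.

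**Figure D5:**
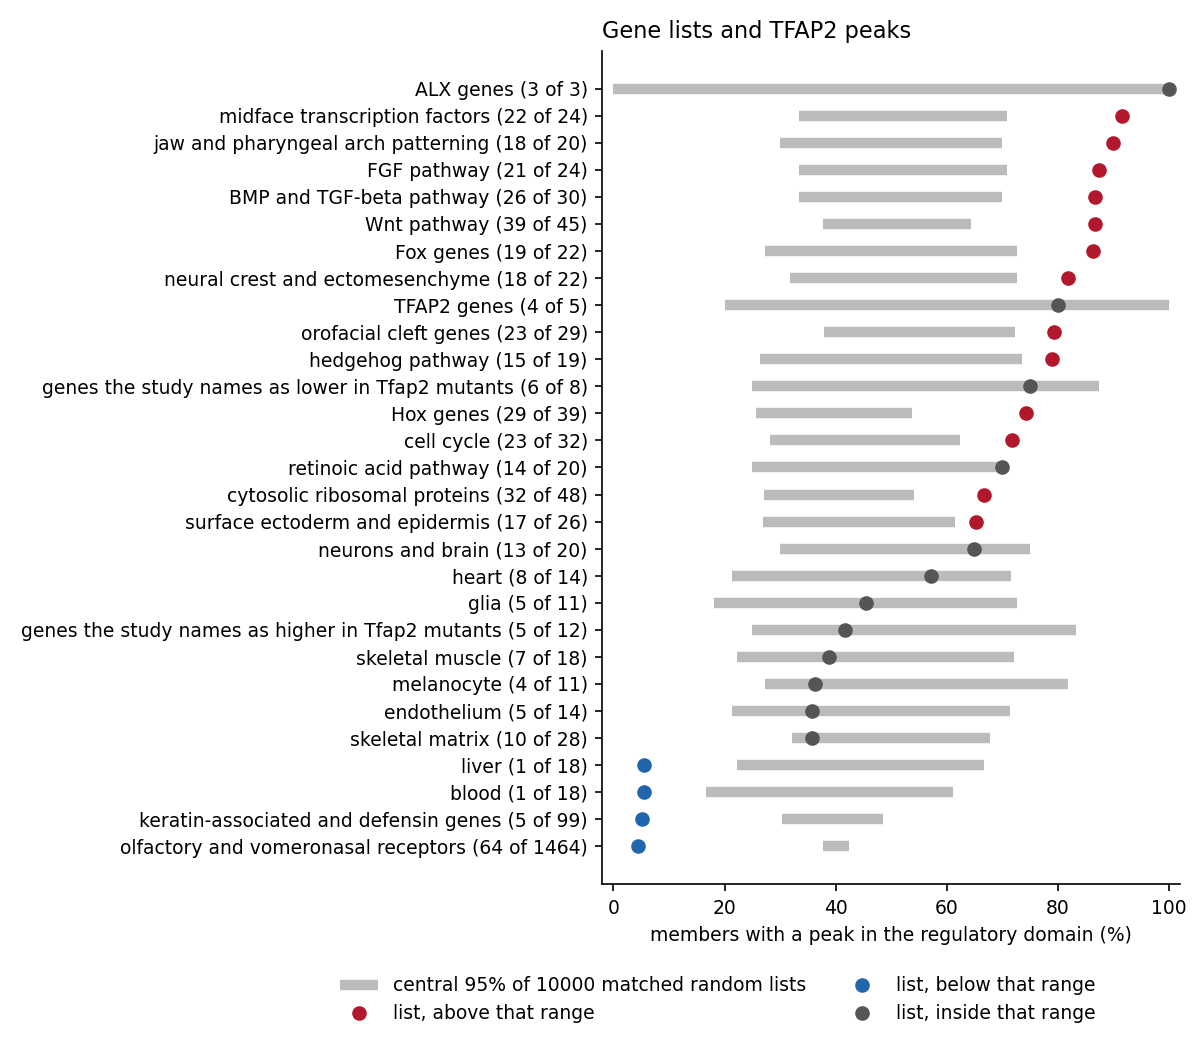
Share of the members of each gene list with a TFAP2 peak in their regulatory domain, in percent, with the counts in the list's name; grey bars give the central 95% of 10000 random lists matched on domain length, and points are red above, blue below and dark grey inside that range. Midface transcription factors stood at 22 of 24, and blood and liver genes at 1 of 18 each.

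The strongest single peaks were of another kind than the bulk. Of the 10 peaks with the smallest q, 8 belonged to 1 sequence family with 93 members, and 1 held GCCNNNGGC, against 61.1% of the top 1000. The highest fold, 53.6 (45.9 to 62.1), was at such a peak 31.4 kb upstream of Plekha1 (chromosome 7, 130834381 to 130834645), followed by a peak on chromosome 15 in intergenic sequence far from Csmd3 (47539979 to 47540136; fold 47.3 from 145 reads). The family member nearest Tspan3 (chromosome 9, 56223570 to 56223956) had the smallest q, with 282 reads over a background of 8.71. The strongest array peaks outside this family lay on chromosome 6 far from any protein-coding start (3132956 to 3135379, 265 kb from that of Samd9l, the nearest; fold 33.1 from 106 reads) and 2 kb upstream of the vomeronasal gene Vmn1r2 on chromosome 4 (3165118 to 3165522; 27.3, 23.9 to 31.0). Among promoter peaks that share no sequence with another peak, a ranking added after the data were seen, Nfib led (chromosome 4, 82506095 to 82506937; 25.02, 19.7 to 31.3), followed by Nrep and Stag1 (both 22.4, 17.4 to 28.4).

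Repeat regions and sequence shared between peaks each held under 10% of the list. Repeat regions contained 721 placed peaks, 5.30% (4.93 to 5.70), of which 9.85% (7.77 to 12.3) held GCCNNNGGC against 39.8% (39.0 to 40.6) of peaks outside them. Sequence families, which can also join copies of related genes such as histones, took in 1254 placed peaks (9.23%) in 202 families, and the 93-member family and the arrays are among them. The densest window lay at the start of chromosome 9 (3000001 to 3100000), in sequence that was 99.8% soft-masked, where 52 peaks had a median fold of 1.37.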

Values the study reported

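The study reported 13,778 TFAP2 peaks in E11.5 facial prominences relative to input. About 35% of them were placed in proximal promoters, 23% in introns, 16% in intergenic sequence and 9% in 5′ UTRs. The TFAP2 consensus was its most enriched motif (P=1.00e-154). Of 15,842 genes expressed in the midface, 8754 were linked to at least 1 peak. The study also reported that about 66% (76 of 115) of the genes changed in both of its expression datasets had a peak.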

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

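The tests of whether the shared sequences hold TFAP2 sites were chosen after the motif shares had been seen, and the other tests in this part were set before their results. Signal stood outside the placed chromosomes, which the comparisons did not use, in 186 peaks on 19 unplaced scaffolds with a median fold of 3.16, of which 60.8% had a background over 2 times the genome-wide value against 4.72% of placed peaks. A single peak on the mitochondrial genome (15662 to 16103) had a fold of 2.15 from 199 reads, over a background 46.1 times the genome-wide value.

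The peaks with the smallest q share 1 sequence family of 93 members on 21 chromosomes and rarely hold the TFAP2 motif. GCCNNNGGC was found at 5.38% of them (1.77 to 12.1), inside the range of GC-matched sets (1.08 to 12.9). The members share sequence, so the intervals and the range, which take them as independent, do not hold for them. The comparison also restates the low motif share that prompted it. It shows only that most members lack this site near the summit, and draws no conclusion on the reason for their strength. Their median background was 2.14 times the genome-wide value (1.49 to 2.98), but only 47 of 92 members exceeded 2 times, and the member with the highest fold, upstream of Plekha1, stood on 2.23 reads, close to the genome-wide value. Excess background was thus seen in a part of the family only. For that part a candidate explanation is reads from many copies that the assembly lacks, such as ribosomal DNA. The family was not compared with a repeat annotation or with ribosomal DNA sequence, so its identity was not tested. Why the IP stood above the input across the family stays open, and no biological explanation was tested beyond the presence of the motif.

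Wide, strong peaks lie in tandem arrays on 4 chromosomes, 26 peaks with a median fold of 12.7. Their median background was 1.15 times the genome-wide value (1.0 to 1.90), below what collapsed copies were set to need, although 8 of 26 peaks exceeded 2 times. GCCNNNGGC was found at 84.6% of them (65.1 to 95.6) against 14.4% of GC-matched windows (0 to 30.8). Over their full widths the array peaks held 10.3 sites per kb, against 0.428 in regions of the same widths (20 sets). Those regions were matched on GC content only within 100 bp of their centres. The array peaks were joined because they share sequence, so they are not independent. The intervals and the range of matched sets, which take them as independent, do not hold for them. TFAP2 sites in the repeat unit, which recurs every 22 bp at 87.3% identity in the widest of the peaks, may thus account for these peaks, as a hypothesis. Whether TFAP2 bound there has an effect on the vomeronasal genes or Ttr nearby was not tested.

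Of the placed peaks 53.3% lie at promoters, which open chromatin or GC-rich sequence could give without TFAP2. The motif was found at 40.5% (39.3 to 41.8) of 5939 promoter peaks that could be matched, above 100 sets of starts without a peak matched on offset and GC content (22.1 to 25.2), which argues against GC content alone. In the weakest 10% of promoter peaks the share was 24.6% (21.4 to 28.0) against 19.6% (15.6 to 22.7), still above all 100 sets. Whether reads are drawn to any open start without regard to the motif cannot be told apart by centring, since the motif gathered at the summit only 1.203 times more than in GC-matched windows, which are themselves GC-rich at the centre. CpG content was not matched in these tests. With dinucleotides kept the motif excess over all peaks was 1.17-fold, against 1.86-fold over GC-matched windows. Much of the excess may therefore go with CpG-rich sequence.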

How the results depend on the processing

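Alternatives with RefSeq transcripts or without peaks that share sequence were chosen after seeing the data, and all others before. At a −log10 q of at least 5 there were 7798 peaks, with 60.4% at promoters, 47.1% with the motif and 31.3% of genes. The list held 3677 peaks at a −log10 q of at least 10 and 8210 at a fold of at least 5. In the stronger part of the list, at or above the median q, these shares were 60.9%, 47.7% and 30.7%. Without repeat regions they were 55.9%, 39.8% and 44.2%, and without peaks that share sequence 56.0%, 39.7% and 43.1%. The promoter share was 74.1% within 1 kb and 84.2% within 5 kb of a start, 63.2% for any overlap, 48.1% for protein-coding starts and 36.1% with RefSeq, as wider or fewer promoters give by construction. The motif share was 72.4% for SCCNNNGGS, 32.5% for a spacer of 4, 24.9% within 50 bp and 43.7% in whole peaks. Genes with a peak made up 48.5% with an extension up to 1 Mb, 37.4% within 5 kb and 38.8% by the nearest start. The lists past the threshold fell from 17 to 9 with GC content matched, to 9 within 5 kb of the start with GC content matched, and to 8 with domain length and GC content matched together. The ETS motif reversed to 0.591-fold within 50 bp; the cause was not tested. The motif and promoter excesses stayed above all sets drawn under each alternative, from 1.17-fold (shuffled dinucleotides) to 5.53-fold (flanks) for the motif and from 1.43-fold (GC matched) to 27.6-fold (RefSeq) for promoters. Only 10 sets were drawn for the shuffles and 40 for whole peaks. The flanks, a set on each side, were not matched on GC content. The 1.43-fold rests on windows drawn away from peaks, which leaves out promoters with a peak and lowers that background by construction. The difference between promoter and distal folds stayed above 0, down to 0.334 in GC-matched pairs. At the genome-wide background that last difference is between medians of 14 and 13 reads, the smallest step a read count can take. It is given without an interval. Of 232 list results under alternatives 197 were unchanged, 31 lost and 4 gained a call. Median pileups of 16 reads limit single peaks: counting error alone spans 3.39 to 9.003 in fold. No paired analysis was possible because there was 1 library of each kind.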

Other observations

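All tests in this part were chosen after seeing the data. Histone genes stood out when every set of protein-coding genes with a shared symbol root and at least 10 members was compared with random lists matched on domain length and GC content. Of 67 histone cluster genes 60 had a peak, all 60 within 5 kb of the start, against 31.7% in random lists, and all 12 genes with the root Sp, which include SP zinc finger factors and nuclear body proteins, had one against 52.7%. On the low side were Krt genes, keratins of epithelia (4 of 53 against 33.0%), Klk genes, secreted kallikreins (0 of 26 against 24.2%), and Cxcl chemokines (0 of 12 against 39.5%). Of the 269 sets tested, 2 were higher and 5 lower at an adjusted p under 0.05, the other lower sets being Olfr and Krtap. Histone genes lie in clusters, so neighbouring members share peaks and are not independent.

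The excess of the motif over matched windows differed with its 3 inner bases. Among the 15 forms of GCCNNNGGC without a CpG, where GC-matched windows are a fairer background, 8 stood above all 100 sets. GCCCTAGGC was 2.57-fold more frequent at peaks than in matched windows, GCCTAAGGC 2.42-fold, GCCCCAGGC 2.28-fold and GCCTCAGGC 2.13-fold. The others lay inside the range of the sets, among them GCCAGGGGC at 1.04-fold (1.41% of peaks), and none lay below all sets. The same GCCCCAGGC, GCCTCAGGC and GCCCTAGGC made up 47.9%, 17.6% and 11.6% of the sites in the tandem arrays. The array peaks are among the peaks counted here, so this overlap is in part built in. The forms were not counted again without peaks that share sequence.

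A further sequence family of 60 peaks on 17 chromosomes lay in fully masked repeat sequence and held the motif at 71.7% of its peaks, with a median fold of 4.55. The most frequent repeat family, with 122 peaks, held it at 0 peaks. At Tbx1 and Axin2 the peak with the smallest q belonged to a sequence family as well, at folds of 24.0 and 6.15, the latter over a background of 61.0 reads.

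The promoter share here, over all GENCODE transcripts, was 53.3%. That is higher than the value quoted from the study above. The 5′ UTR share was 4.74% and the intergenic share 10.3%. Both are lower than the values quoted from the study above. With curated RefSeq transcripts, promoters held 36.1%, introns 22.6%, intergenic sequence 15.05% and 5′ UTRs 9.65% of placed peaks. These shares lie close to those quoted from the study. The gap thus goes with the choice of transcripts, although HOMER's own annotation was not used here.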
